# Comprehensive analysis of differentially expressed miRNAs in mice with kidney injury induced by chronic intermittent hypoxia

**DOI:** 10.3389/fgene.2022.918728

**Published:** 2022-11-01

**Authors:** Yunan Su, Chaowei Li, Weifeng Liu, Yibin Liu, Liangyi Li, Qingshi Chen

**Keywords:** miRNA, microRNA, chronic intermittent hypoxia (CIH), kidney injury, miRNA sequencing, bioinformatics analysis

## Abstract

**Background:** miRNAs have been reported to participate in various diseases. Nevertheless, the expression patterns of miRNA in obstructive sleep apnea (OSA)-induced kidney injury remain poorly characterized. In the current study, miRNA sequencing (miRNA-seq) was conducted to investigate miRNA expression profiles in a chronic intermittent hypoxia (CIH)-induced renal injury mouse model.

**Methods:** The mouse model of chronic intermittent hypoxia was established. Differentially expressed miRNAs (DEmiRs) were detected using miRNA-seq technology. The sequencing data were subjected to Gene Ontology (GO) functional enrichment and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses using a bioinformatics approach. RT-qPCR was further used to evaluate the sequencing results. Finally, we created a network for clarifying the relationship between the miRNAs and target genes.

**Results:** In total, nine miRNAs were identified to be upregulated and nine to be downregulated in a mouse model of renal injury induced by chronic intermittent hypoxia. The Kyoto Encyclopedia of Genes and Genomes analyses revealed that the Wnt signaling pathway was involved in the development of chronic intermittent hypoxia-induced renal injury. Subsequently, eight DEmiRs, namely, mmu-miR-486b–3p, mmu-miR-215–5p, mmu-miR-212–3p, mmu-miR-344–3p, mmu-miR-181b-1-3p, mmu-miR-467a–3p, mmu-miR-467 d-3p, and mmu-miR-96–5p, showed a similar trend of expression when verified using RT-qPCR. Finally, five selected DEmiRs were used to construct a miRNA–mRNA network.

**Conclusion:** In conclusion, a total of 18 DEmiRs were identified in the mouse model of chronic intermittent hypoxia-induced renal injury. These findings advance our understanding of the molecular regulatory mechanisms underlying the pathophysiology of obstructive sleep apnea-associated chronic kidney disease.

## Introduction

Obstructive sleep apnea (OSA), a breathing disorder, is characterized by chronic intermittent hypoxia (CIH). The prevalence of OSA is about 17% and 34% in middle-aged women and men, respectively (Yeghiazarians et al., 2021). OSA has been linked to numerous comorbidities, including metabolic disease (Light et al., 2018), nonalcoholic fatty liver disease (Mesarwi et al., 2019), cardiovascular diseases (Schütz et al., 2021), and Alzheimer’s disease (Liguori et al., 2021). Although efforts have been undertaken to comprehend the consequences of OSA, there may be more comorbidities or problems associated with OSA than initially expected. Mounting evidence demonstrates that chronic kidney disease (CKD) is a highly prevalent comorbidity of OSA (Nowinski et al., 2020; Badran et al., 2021). Moreover, the prevalence of OSA in CKD patients is significantly higher than that in the general population (Lin et al., 2020). Patients with severe OSA exhibit a relatively high prevalence among people with CKD. Meanwhile, it has further been found that OSA could accelerate the loss of kidney function. To date, the molecular mechanisms of OSA-associated CKD have remained poorly understood.

miRNAs are small noncoding RNAs that have acted as critical post-transcriptional regulators of gene expression by binding to targeted mRNAs for translational inhibition or destabilization. Hundreds of miRNAs have received substantial attention over the last decades. They play a crucial role in multiple biological processes and pathological events (Pan et al., 2013; Torres et al., 2018; Matsuyama and Suzuki, 2020). For liver diseases, dysregulation of numerous miRNAs is reported to be associated with liver fibrosis, liver injury, and liver metabolism dysregulation (Wang et al., 2021a). In addition, ectopic miR-155–5p expression inhibits radiation-induced epithelium-to-mesenchymal transition *via* the GSK-3β/NF-κB pathway in the pathogenesis of radiation-induced pulmonary fibrosis (Wang et al., 2021b). A recent study demonstrates that miRNAs play an essential role in regulating vascular smooth muscle cells in cardiovascular diseases (Nguyen et al., 2021). However, a comprehensive analysis of the miRNA profile and functions in OSA-induced kidney injury remains to be thoroughly investigated.

In our research, miRNA sequencing (miRNA-seq) was implemented to identify miRNA expression profiles in a mouse model of renal injury induced by OSA. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were applied to explore the functions of the mRNAs targeted by differentially expressed miRNAs (DEmiRs). In addition, RT-qPCR was further used to verify the sequencing results. Finally, a miRNA–mRNA regulatory network was established. The present study aimed to uncover the potential mechanisms underlying kidney injury in the pathological processes of OSA-related CKD.

## Materials and methods

### Animals

Male balb/c mice were acquired from Beijing Weitong Lihua Experimental Animal Technology Co., Ltd. All experiments were approved by the Institutional Animal Care and Use Committee of the Second Affiliated Hospital of Fujian Medical University.

### Mouse model of chronic intermittent hypoxia

The mice were randomly divided into two groups: the CIH group and the control group. The CIH mouse model was established as described in our previous study (Lai et al., 2021). In brief, the mice were placed in cages with a gas control system, which regulated nitrogen, air, and oxygen flow into the chambers. During the whole period of CIH, the fractional inspired O_2_ was decreased from normal levels (21%) to about 6% within 60 s, followed by reoxygenation to normoxia levels within the next 60 s. The duration of CIH treatment was 8 weeks. The oxygen level was detected with an O_2_ concentration monitor.

### Histopathological examinations

After being euthanized, we collected kidney tissues and fixed them in 4% paraformaldehyde for 24 h. Then, the renal tissues were embedded in paraffin. Subsequently, we performed hematoxylin–eosin (HE) staining on 4 µm thick sections to detect the changes of general cell morphology in kidney tissues. Finally, to make a precise pathological diagnosis, we carefully observed the sections under a light microscope.

### miRNA-seq and bioinformatics analysis

Total RNA was extracted from the injured kidney tissue of mice following CIH exposure. The small RNA libraries were generated with the help of the Illumina TruSeq Rapid SR Cluster Kit. The purified cDNA libraries were utilized for cluster generation on an Illumina’s flow cell and then sequenced on Illumina NextSeq 500 according to the manufacturer’s instructions.

The miRNA deep sequencing data were analyzed by miRDB and miRBase. Volcano plot analysis was conducted using R software. Hierarchical clustering was performed using Cluster 3.0. GO analysis was used to categorize the function of DEmiRs. The KEGG pathway analysis was used to identify the main signaling pathways. The miRNA-seq experiment was employed in triplicate.

### Validation of reverse transcription-quantitative PCR (RT-qPCR)

The expression of DEmiRs was measured by RT-qPCR using an ABI 7500 System. Primer sequences are presented in Table 1. The relative amounts were determined using the 2^−ΔΔCt^ method, with U6 siRNA as the internal control. All RT-qPCR reactions were performed three times.

**TABLE 1:** Primers used for RT-qPCR.

Gene	Sequence (5'->3′)	Length (bp)
U6	F:5′GCTTCGGCAGCACATATACTAAAAT3′	89
	R: 5′CGC​TTC​ACG​AAT​TTG​CGT​GTC​AT3′	
mmu-miR-467a–3p	GSP: 5′GGG​GGG​CAT​ATA​CAT​ACA​CAC​A3′	66
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′	
mmu-miR-486b–3p	GSP: 5′GAA​ACG​GGG​CAG​CTC​AGT3′	62
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′	
mmu-miR-215–5p	GSP: 5′GGG​GGA​TGA​CCT​ATG​ATT​TG3′	64
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′	
mmu-miR-344–3p	GSP: 5′GGG​TGA​TCT​AGC​CAA​AGC​CT3′	64
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′	
mmu-miR-181b-1-3p	GSP: 5′GGG​GGC​TCA​CTG​AAC​AAT​G3′	64
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′	
mmu-miR-467days-3p	GSP: 5′GGG​GGG​GAT​ACA​TAC​ACA​CAC3′	65
	R: 5′GTG​CGT​GTC​GTG​GAG​TCG3′	
mmu-miR-96–5p	GSP: 5′GGT​TTG​GCA​CTA​GCA​CAT3′	66
	R: 5′CAG​TGC​GTG​TCG​TGG​AGT3′	
mmu-miR-212–3p	GSP:5′GGGGGATAACAGTCTCCAGTCA3′	66
	R:5′GTGCGTGTCGTGGAGTCG3′	

### Prediction of miRNA targets

To reveal the potential functions of these DEmiRs, their predicted target genes were filtered out according to the intersection of the miRDB and TargetScan databases. The miRNA–mRNA interaction network was created and visualized with the use of Cytoscape software.

### Statistical analysis

Data were analyzed using SPSS (version 19.0). They were presented as the mean ± Sd. Comparisons between the two groups were performed using an unpaired Student’s *t*-test. Differences were considered significant at *p* < 0.05.

## Results

### Chronic intermittent hypoxia-induced renal histological damage

With HE staining, we found that the glomerular and tubular structures were normal in the control group. Compared to the control groups, the CIH groups had significant changes such as glomerular atrophy, glomerular swelling, and renal tubular epithelial cell swelling (Figure 1).

**FIGURE 1:**
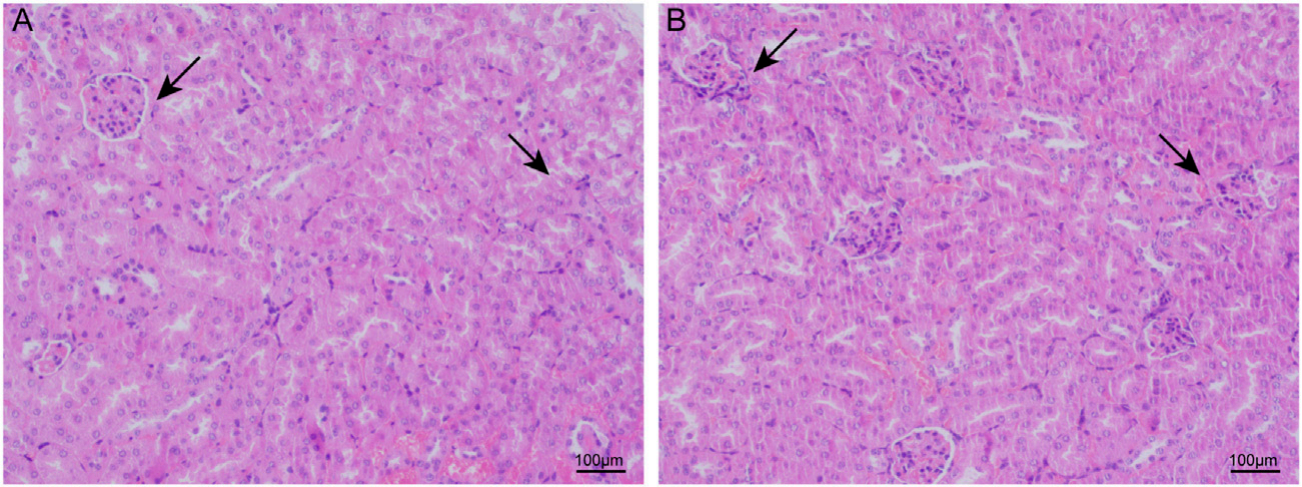
CIH caused renal structure damage in mice. In light microscopic examination, glomerular and renal tubular epithelial cell swelling and glomerular atrophy were more remarkable in the renal tissues of the CIH groups **(B)**.

### Identification of DEmiRs in the renal injury mouse model induced by chronic intermittent hypoxia

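Small RNA from kidney tissue was sequenced in 3 Control samples and 3 CIH samples. In CIH, inspired oxygen was lowered from 21% to 6% and brought back in repeated cycles over 8 weeks. The kidney libraries were dominated by a small number of miRNAs, and the 10 most abundant took 55.4% to 61.2% of the counts of each library. mmu-miR-10a-5p was the most abundant, with 101915 ± 10436 CPM (SD, n = 3) in Control and 90231 ± 9170 CPM (SD, n = 3) in CIH, a log2 fold change of -0.18 (standard error 0.11, adjusted p = 0.77 from edgeR's quasi-likelihood test). mmu-miR-30a-5p, which is abundant in tubular epithelium, had a log2 fold change of -0.26 (standard error 0.17, adjusted p = 0.77 from the same test). mmu-miR-192-5p, another miRNA typical of kidney tubules, had 71752 ± 8436 CPM in Control and 69467 ± 3597 CPM in CIH. mmu-miR-126a-3p of endothelium and mmu-miR-143-3p of smooth muscle had log2 fold changes of 0.00 and -0.03. mmu-miR-21a-5p, mmu-miR-26a-5p, mmu-miR-99a-5p, mmu-miR-10b-5p and mmu-miR-27b-3p completed the 10, with log2 fold changes between -0.21 and 0.11, and none of the 10 passed the test. The authors trimmed adapters with cutadapt and aligned the reads with Bowtie, as the submitters' processing notes name them, and deposited raw read counts with 584 entries, 1 or more for each mature miRNA. The versions of these tools are not given in the sources used here. For the 44 miRNAs listed at more than 1 precursor, the entry with the highest total was used. The lowest total of an entry over the 6 libraries was 32 counts. Library totals were 7741499, 5431797 and 7253849 counts in Control and 7622445, 7438771 and 5905653 counts in CIH. Every mature miRNA had counts in at least 3 libraries and was tested after TMM normalization, and CPM values use the TMM-scaled totals. 7 groups, holding 17 miRNAs in all, had identical counts in all 6 libraries. Neither the paper nor the labels say that each sample came from its own mouse, so p-values measure the spread between these samples.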

miRNA-seq was carried out to validate the differential expression of miRNAs in the renal injury mouse model caused by CIH. 

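In CIH kidneys, 10 miRNAs were higher and 9 were lower than in Control kidneys at an unadjusted p of at most 0.05 and an absolute fold change of at least 1.5, the thresholds that Table S1 prints. mmu-miR-215-5p, a relative of the kidney-abundant mmu-miR-192-5p, had 110.5 ± 92.95 CPM (SD, n = 3) in CIH and 38.1 ± 8.60 CPM (SD, n = 3) in Control. mmu-miR-96-5p, of the sensory-organ cluster miR-183/96/182, had 166 ± 36.9 CPM in CIH and 252 ± 34.2 CPM in Control. The others were scarce, and 17 of the 19 averaged under 10 CPM. Among the miRNAs higher in CIH, mmu-miR-215-5p had a log2 fold change of 1.53 (standard error 0.50, adjusted p = 0.57 from edgeR's quasi-likelihood test). mmu-miR-212-3p, made from the same transcript as mmu-miR-132-3p, had a log2 fold change of 1.31 (standard error 0.48, adjusted p = 0.57). mmu-miR-344-3p had a log2 fold change of 0.90 (standard error 0.30) and mmu-miR-181b-1-3p of 0.61 (standard error 0.25). mmu-miR-3473b and mmu-miR-1247-3p had log2 fold changes of 1.45 and 1.17. mmu-miR-217-5p, a miRNA known from pancreas, had the largest log2 fold change, 3.27 (standard error 1.24), but 28 of its 37 counts lay in CIH replicate 3. Among the miRNAs lower in CIH, mmu-miR-467a-3p and mmu-miR-467d-3p had identical counts and a log2 fold change of -0.81 (standard error 0.21, adjusted p = 0.55). mmu-miR-466d-5p and mmu-miR-466n-5p likewise shared identical counts and a log2 fold change of -1.19 (standard error 0.45). mmu-miR-365-1-5p, a passenger strand, had a CIH to Control ratio of 0.498. mmu-miR-467e-3p was at a log2 fold change of -1.08, mmu-miR-466d-3p at -0.62 and mmu-miR-96-5p at -0.61. mmu-miR-200c-5p, the passenger strand of an epithelial miRNA, was at -2.15 (standard error 0.57) on 32 counts in all. With 1 library left out it ran from -3.04, without CIH replicate 2, to -1.76, without CIH replicate 1. In 13 of the 19, every CIH library lay beyond every Control library. Over all miRNAs tested this held for 12.5%, where chance gives 10%. The 19 were selected on these same libraries, so their separation is not independent evidence of a difference. No miRNA passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, edgeR's exact test, DESeq2 or limma, and at an unadjusted p under 0.05 these tests found 40, 35, 29 and 33 miRNAs. mmu-miR-365-1-5p, mmu-miR-467a-3p, mmu-miR-467d-3p and mmu-miR-200c-5p stayed past the study thresholds with each library left out in turn. Among the 15 that did not, mmu-miR-215-5p had a log2 fold change of 0.60 without CIH replicate 2, mmu-miR-217-5p 1.29 without CIH replicate 3 and mmu-miR-96-5p -0.43 without CIH replicate 1. Of the 19, 8 stayed past the thresholds without Control replicate 1, 13 without Control replicate 2, 15 without Control replicate 3, 13 without CIH replicate 1, 9 without CIH replicate 2 and 13 without CIH replicate 3. mmu-miR-96-5p also lost its call without Control replicate 3, and mmu-miR-217-5p without Control replicate 1 or 2. mmu-miR-212-3p lost it without Control replicate 1 or CIH replicate 2, and mmu-miR-344-3p without Control replicate 1 or CIH replicate 1. mmu-miR-466d-5p and mmu-miR-466n-5p lost it without Control replicate 1, CIH replicate 2 or CIH replicate 3, and mmu-miR-466d-3p without Control replicate 3 or CIH replicate 3. mmu-miR-467e-3p lost it without Control replicate 1, CIH replicate 1 or CIH replicate 2. mmu-miR-181b-1-3p, mmu-miR-1247-3p and mmu-miR-3473b each lost it with any of 4 libraries left out. The paper takes the miRNAs past its thresholds as the DEmiRs of CIH-induced kidney injury and carries them on to target prediction, enrichment analysis and RT-qPCR.

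**Figure D1:**
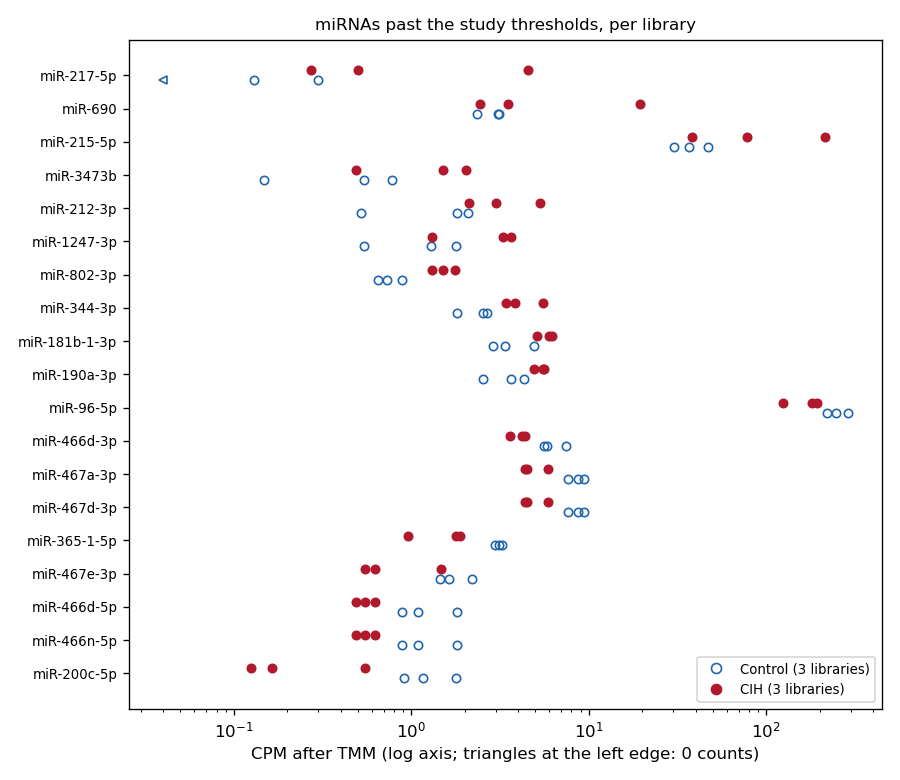
CPM of the 19 miRNAs past the study thresholds on a log axis, with open circles for the 3 Control libraries, filled circles for the 3 CIH libraries and a triangle for 0 counts. A single CIH library stands apart for mmu-miR-217-5p, at 4.57 CPM, and for mmu-miR-215-5p, at 215.3 CPM.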

In total, 18 DEmiRs were identified in the mouse model of CIH-induced kidney injury, including nine upregulated and nine downregulated DEmiRs. 

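Over all miRNAs tested, the kidney libraries did not part into a Control branch and a CIH branch. Control replicate 1 and CIH replicate 3 joined at the smallest distance, 0.00461, and CIH replicate 1 joined last, at 0.00778. Only without CIH replicate 3 did the groups part, the other 2 CIH libraries then forming a branch of their own. CIH replicate 1 held 0.50 CPM of mmu-miR-205-5p, a miRNA of stratified epithelium and urothelium, where the other 5 libraries held 18.6 to 38.8 CPM. It also held 2.64 CPM of mmu-miR-383-5p, against 12.3 to 28.9 CPM in the others. Control replicate 3 held 1072 CPM of the epithelial mmu-miR-141-3p, against 346 to 407 CPM. mmu-miR-122-5p, the main miRNA of liver, reached 77.9 CPM in CIH replicate 3, against 17.4 to 48.1 CPM in the others. These 4 miRNAs were chosen after their values were seen. The clustering used average linkage on 1 minus the Pearson correlation of log2(CPM + 0.5). The mean distance between groups exceeded that within groups by 6.5e-04 (exact test over the 10 splits of the 6 libraries, p = 0.1, the smallest that 3 samples against 3 allow). With Spearman distance, or at a mean of at least 10 CPM, the exact test gave p = 0.2. With 1 library left out, its p ran from 0.1, without CIH replicate 3, to 0.4, without CIH replicate 1. On the principal component with the largest share, 29.6%, the Control libraries lay at -2.42, -0.15 and -5.34 and the CIH libraries at 6.11, 2.09 and -0.28. Fig. 2A clusters the miRNAs that were selected for a difference between the groups.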

Hierarchical clustering analysis and volcano plot analysis of all differentially expressed miRNAs are displayed in Figures 2A,B, respectively.

**FIGURE 2:**
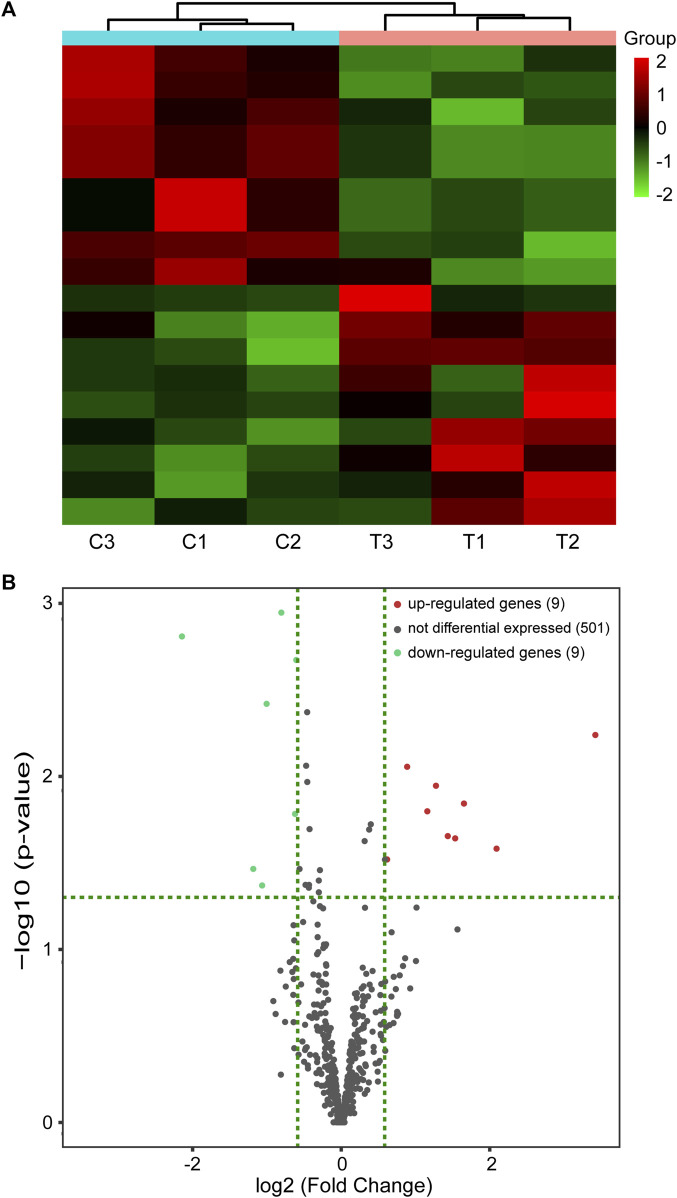
miRNA-seq data corresponding to the DEmiRs. **(A)** Hierarchical cluster of DEmiRs. Green represents downregulation and red represents upregulation. **(B)** Volcano plots. Red and blue dots represent DEmiRs. miRNA-seq, miRNA sequencing and DEmiRs, differentially expressed microRNAs.

### Gene Ontology enrichment analysis

To better reveal the potential roles of these DEmiRs in the etiopathogenesis of CIH-induced kidney injury, the targeted genes were then submitted to the GO database for functional annotation. That is, all the predicted genes were analyzed with their GO annotation, which included cellular components (CCs), molecular functions (MFs), and biological processes (BPs). The results demonstrated that the targeted genes of all DEmiRs were mostly responses to the terms “cellular process” (BP), “intracellular anatomical structure” (CC), and “protein binding” (MF) (Figures 3A,B). This finding indicated that the expression of these DEmiRs was crucial during the occurrence of renal injury caused by CIH.

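The predicted targets of the DEmiRs fell mostly into broad terms. "Cellular process" held 486 of the 588 annotated targets of the upregulated DEmiRs, or 82.7%, and 51.2% of the background of 31864 genes. For the upregulated DEmiRs, "intracellular anatomical structure" held 78.7% of the targets and 45.3% of the background, and "protein binding" held 59.6% and 30.5%. Fisher's exact test, one-sided and recomputed from the counts in the paper's tables, gave p = 2.5e-58, 2.0e-63 and 2.1e-48 for these 3 terms. The targets of the downregulated DEmiRs had shares of 80.9%, 76.6% and 53.03% in the same order. Their p was 1.2e-130 for "intracellular anatomical structure" and 1.2e-70 for "protein binding". The downregulated biological process table was used only in part, with 1168 terms, and was not tested. Each of the 3 terms held more targets than any other term of its table, within the part used for the downregulated biological process table. The test takes genes as independent and the targets are predictions, so no expression value of a sample enters it. The background is that of the paper's tables and was not limited to genes that the target databases cover. These p-values therefore cannot tell a property of the DEmiRs from one of predicted targets in general.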

**FIGURE 3:**
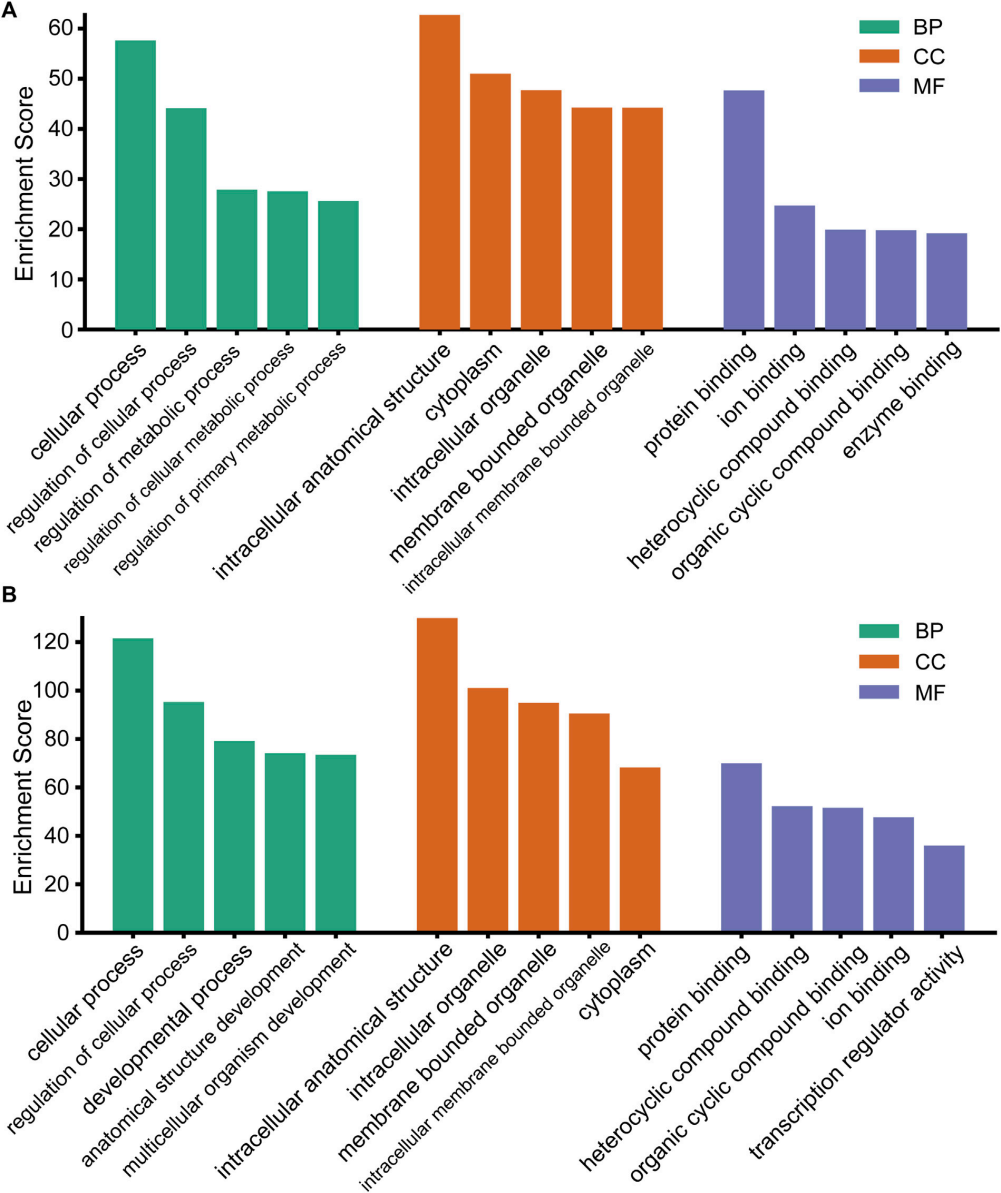
GO analysis of the target genes of DEmiRs. **(A)** GO terms for the upregulated DEmiRs. **(B)** GO terms for the downregulated DEmiRs.

### Kyoto Encyclopedia of Genes and Genomes enrichment analysis

There were 141 KEGG pathways for all DEmiRs. The top 10 pathways of up- and down-regulated DEmiRs are listed in Figures 4A,B, including the MAPK signaling pathway, Wnt signaling pathway, and the FoxO signaling pathway. The most significantly enriched pathway of downregulated DEmiRs was the Wnt signaling pathway. These results suggested that the annotated pathways were important for the DEmiRs involved in the development of CIH-induced renal injury. In addition, our findings pointed to 61 KEGG pathways for the upregulated and 80 KEGG pathways for the downregulated miRNAs.

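Among pathways of the predicted targets of the downregulated DEmiRs, "Longevity regulating pathway-multiple species" had the smallest p, with 15 of 597 targets against 62 of 8919 background genes (one-sided Fisher's exact test, p = 9.9e-06). "Apelin signaling pathway" followed with 24 targets (exact p = 1.1e-05) and "Cholinergic synapse" with 21 (exact p = 1.4e-05). The MAPK signaling pathway, a kinase cascade of growth and stress, held 37 targets (exact p = 0.00014), and the FoxO signaling pathway held 21 (p = 0.00015). The Wnt signaling pathway held 19 targets, or 3.18% against 1.88% of the background (exact p = 0.0168), and stood at position 50 of 80. For the upregulated DEmiRs, the pathway that Table S10 names Wnt held 19 of 268 targets, or 7.09% against 2.47%, and had the smallest p of its table (exact p = 3.3e-05). Its identifier and size of 220 genes are those that Table S4 gives to "Regulation of actin cytoskeleton". "Insulin signaling pathway" came next with 14 targets (exact p = 7.1e-05), MAPK signaling held 16 (p = 0.0157) and FoxO signaling 8 (p = 0.0435). These p-values were recomputed from the target counts of Tables S4 and S10 and repeat the p-values printed there. All 61 and 80 listed pathways were already under 0.05 as printed, so this is no separate check of them. At a false discovery rate under 0.05, as those tables give it, 6 of the 61 and 29 of the 80 remained.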

**FIGURE 4:**
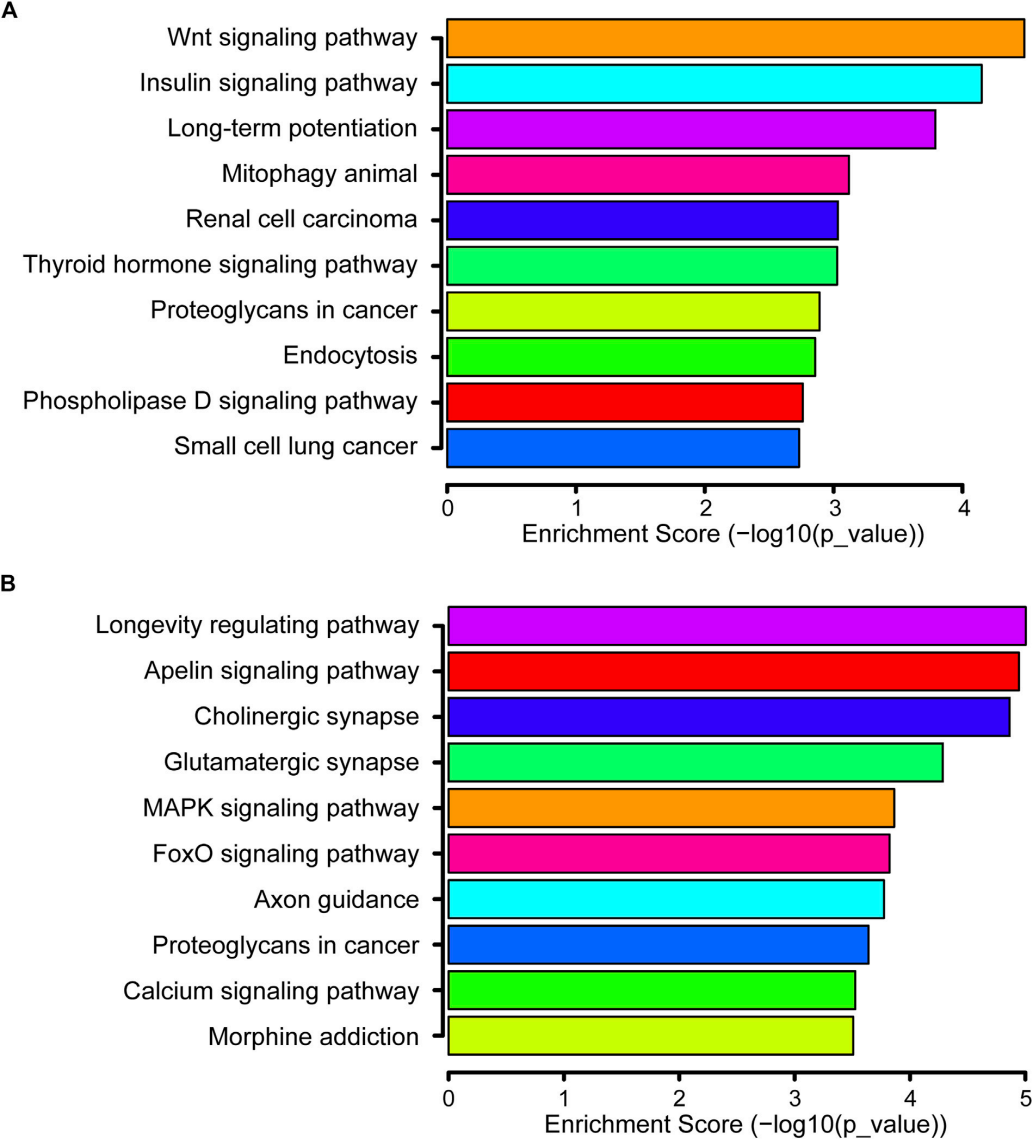
KEGG pathway. **(A)** Top 10 significant pathways associated with upregulated genes are listed. **(B)** Top 10 significant pathways related to downregulated genes are presented.

### Verification of DEmiRs using RT-qPCR

RT-qPCR was used to determine the expression levels of the eight selected DEmiRs. 

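Of the 8 miRNAs of the RT-qPCR panel, 7 were analysed here, and in the sequencing all 7 had the direction that Table S6 gives for RT-qPCR. mmu-miR-215-5p was 2.89-fold higher in CIH by sequencing, and the paper's RT-qPCR value is 2.11. mmu-miR-212-3p was 2.49-fold higher, against 1.42 in the paper's RT-qPCR. mmu-miR-344-3p was 1.86-fold and mmu-miR-181b-1-3p 1.53-fold higher, and the paper's RT-qPCR value is 1.41 for both. mmu-miR-467a-3p and mmu-miR-467d-3p had a CIH to Control ratio of 0.57, and the paper's RT-qPCR value is -1.111 as a signed fold. mmu-miR-96-5p had a ratio of 0.66, and the paper's value is -1.428. The absolute log2 change was larger by sequencing than by RT-qPCR in all 7. mmu-miR-467a-3p and mmu-miR-467d-3p have identical counts, so the 7 miRNAs hold 6 separate measurements. mmu-miR-486b-3p was not analysed here. The study chose the panel on these samples, so the count is not independent evidence for the sequencing directions.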

The results demonstrated that five upregulated miRNAs (mmu-miR-486b–3p, mmu-miR-215–5p, mmu-miR-212–3p, mmu-miR-344–3p, and mmu-miR-181b-1-3p) and three downregulated miRNAs (mmu-miR-467a-3p, mmu-miR-467 d-3p, and mmu-miR-96–5p) identified through miRNA-seq showed a similar trend of expression when verified using RT-qPCR (Figure 5). This finding suggested that our miRNA-seq data were reliable.

**FIGURE 5:**
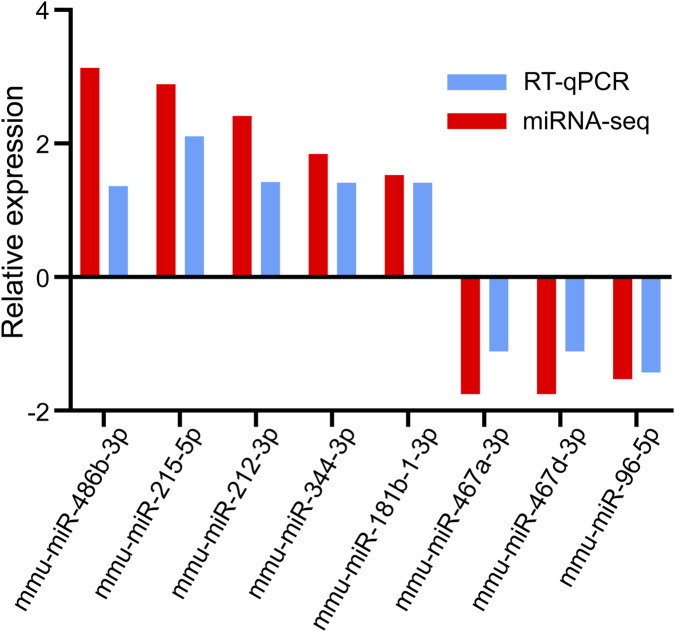
Validation of candidate DEmiRs by RT-qPCR. miRNA-seq, miRNA sequencing.

### Construction of the miRNA–mRNA network

In total, five selected miRNAs, namely, mmu-miR-486b–3p, mmu-miR-344–3p, mmu-miR-215–5p, mmu-miR-212–3p, and mmu-miR-467a-3p, and their targeted genes were assembled in the integrated miRNA–mRNA network. 

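Of these 5 miRNAs, 4 were measured here in single libraries as follows, and mmu-miR-486b-3p was not analysed here. mmu-miR-344-3p had 14, 14 and 18 counts in the Control libraries and 44, 28 and 21 in the CIH libraries. mmu-miR-212-3p had 4, 10 and 14 counts in Control and 24, 39 and 13 in CIH. mmu-miR-215-5p had 47.3, 36.7 and 30.3 CPM in Control and 38.0, 215.3 and 78.1 CPM in CIH. mmu-miR-467a-3p had 59, 48 and 63 counts in Control and 35, 33 and 36 in CIH. On GRCm38, Mir344 lies on chromosome 7 from 61877770 to 61877864, in an intron of the noncoding A230057D06Rik. Mir215 lies on chromosome 1 from 185313581 to 185313692, in an intron of Iars2 on the opposite strand and over an exon of the antisense transcript 2010103J01Rik. Mir212 lies on chromosome 11 from 75173388 to 75173478, in an intron of the noncoding 1700016P03Rik. Mir467a-1 lies on chromosome 2 from 10476346 to 10476418, in an intron of Sfmbt2, a Polycomb gene. The precursor of mmu-miR-486b-3p, annotated as Mir3107, lies on chromosome 8 from 23142573 to 23142662, in an intron of the erythrocyte ankyrin gene Ank1 on the opposite strand. Cep85l and Ereg, target genes the paper discusses, were searched for seed matches in their annotated 3′ UTRs. In the 4638 nt 3′ UTR of Cep85l-205, mmu-miR-215-5p had 2 seed sites and mmu-miR-486b-3p, mmu-miR-212-3p and mmu-miR-344-3p had 1 each. In the 3501 nt 3′ UTR of Ereg-201, mmu-miR-486b-3p had 2 sites and mmu-miR-215-5p had 1, and mmu-miR-212-3p and mmu-miR-344-3p had 0. The other coding Cep85l transcripts end in a 3′ UTR of 42 nt with 0 sites. mmu-miR-467a-3p was not searched. Annotation is from GENCODE release M21, and a seed site is not evidence of binding.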

The miRNA–mRNA network generated with the use of the five aforementioned DEmiRs was created using Cytoscape (Figure 6). Our results provided a novel research strategy to explore the underlying mechanism of these DEmiRs by revealing their targeted mRNAs.

**FIGURE 6:**
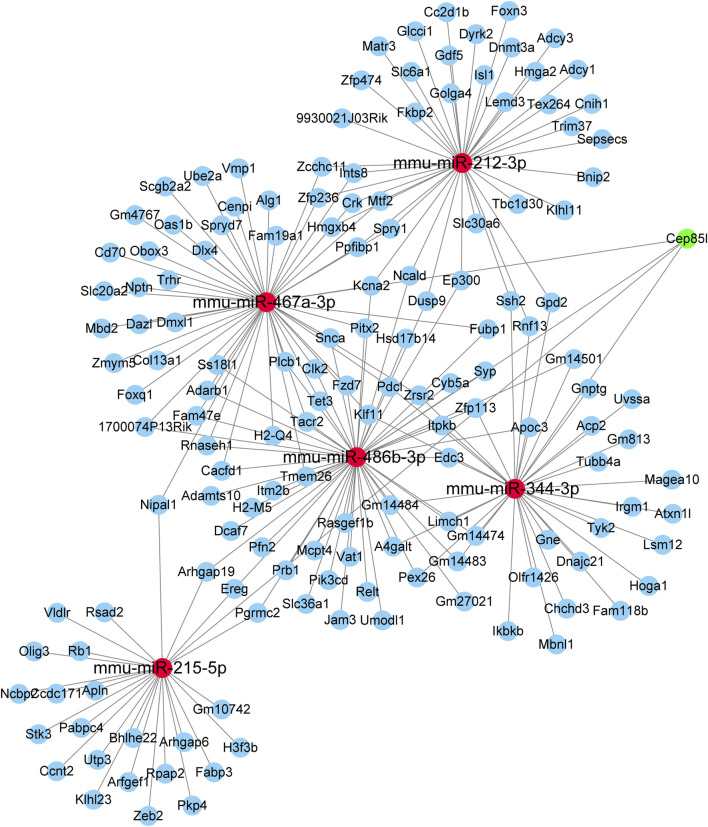
miRNA–mRNA network constructed using five DEmiRs. Red nodes indicate miRNAs. Blue nodes represent mRNAs.

## Discussion

To the best of our knowledge, our current study is the first to report a comprehensive analysis of the differential expression profile of miRNAs in kidney tissue of a CIH mouse model. The possible functions and enriched signaling pathways of DEmiRs in CIH-induced renal injury were then systematically analyzed. Specific miRNAs were selected to validate the sequencing data using RT-qPCR. Our findings deepen our understanding of how changes in miRNA expression were involved in the underlying mechanisms of OSA-associated CKD.

OSA has been deemed as one of the leading causes of kidney impairment. OSA-associated CKD is mainly triggered by CIH-induced renal damage (Lin et al., 2018; Beaudin et al., 2022). OSA triggers a subthreshold wake-up reaction because of a temporary shortage of oxygen to the various organs. Accumulating evidence has demonstrated that CKD is a relatively frequent complication in subjects with OSA. Recent studies suggested that the prevalence of OSA was significantly increased as renal function decreased, and the treatment of CPAP may be beneficial for kidney function among individuals with OSA (Voulgaris et al., 2019). CIH, a key characteristic of OSA, might result in renal disease *via* its potential association with inflammation, increased sympathetic nervous system activity, activation of the renin–angiotensin–aldosterone system, intrarenal hypoxia, and oxidative stress (Turek et al., 2012; Hanly and Ahmed, 2014; Lu et al., 2017). However, the exact underlying mechanism of OSA-related renal injury remains unclear.

miRNAs have attracted increasing attention because of their universality in gene regulation and their stability among different samples. They are small noncoding RNA molecules less than 22 nucleotides in length. Moreover, miRNAs are important mediators of several pathological and physiological processes and have been found to affect various diseases. A previous study suggested that miRNAs may represent one of the promising therapeutic targets to treat inflammatory diseases in clinical practice (Lu et al., 2019). Liu et al. found that miR-132–3p could regulate osteoblast differentiation by repressing Smad5 in MC3T3-E1 osteoblastic cells in response to cyclic tensile stress (Liu et al., 2019). Additionally, it was reported that miR-374b could promote neural stem cell differentiation and proliferation *via* binding to Hes1 (Wu et al., 2018). However, the role of miRNAs in the pathophysiology of OSA-related CKD has not yet been described. Therefore, we applied our previously described CIH mouse model to reveal the underlying mechanisms of miRNAs under the renal injury induced by CIH.

In this study, 18 miRNAs were found to be differentially expressed in the process of CIH-induced kidney damage. Of these DEmiRs, nine miRNAs were upregulated and nine were downregulated. 

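Taken as a list, the miRNAs named miR-297, miR-466, miR-467 or miR-669, here the Sfmbt2 cluster, passed with lower values in CIH kidneys. Their median log2 fold change was -0.36 (adjusted p = 1.4e-06 from limma's camera with a preset correlation of 0.01, adjusted p = 0.56 with an estimated correlation). Without Control replicate 3 the median was -0.19 (adjusted p = 0.017 from camera). Of the 30 names tested, 27 had a negative log2 fold change and 11 were lower at an unadjusted p under 0.05. In the annotation, 71 miRNA genes with these repeat-like family names lie within Sfmbt2. The members were chosen by name, and the position of each was not checked. The 30 names hold 20 distinct sets of counts, and adjusted over these 20 alone none passed (lowest adjusted p = 0.062). mmu-miR-669a-3p was at -0.44 and mmu-miR-467c-5p at -0.43, with an adjusted p of 0.57 for both from edgeR. Among these 30 are 6 DEmiRs of the paper, and without them the list had a median of -0.34 (adjusted p = 0.0076 from camera). This test was chosen after seeing the data. The 3 miRNAs of the miR-183/96/182 cluster also passed as a list (median log2 fold change -0.28, adjusted p = 0.030 from camera, adjusted p = 0.56 with an estimated correlation), with mmu-miR-182-5p at -0.28 and mmu-miR-183-5p at -0.19, which was 0.003 without CIH replicate 1. mmu-miR-96-5p passed when adjusted over these 3 alone (adjusted p = 0.019 from edgeR, 0.57 over all miRNAs). It was a DEmiR known beforehand, so this pass adds no evidence. In the miR-200 list and in the list of miR-34 with miR-449, 1 member each passed in the same way (adjusted p = 0.030 and 0.047 from edgeR). The miR-183/96/182 list lost its call without Control replicate 2, Control replicate 3 or CIH replicate 1 (adjusted p = 0.098, 0.13 and 0.27 from camera). The 6 erythroid miRNAs had a median log2 fold change of 0.24 and passed camera (adjusted p = 0.030, adjusted p = 0.56 with an estimated correlation). mmu-miR-486a-5p and mmu-miR-486b-5p, whose counts are nearly the same, were at 0.38 and 0.40, and only these 2 reached an unadjusted p under 0.05. mmu-miR-451a, the most abundant of the 6, was at 0.01. The adjusted p was 0.11 with near-identical counts taken once, 0.38, 0.064 and 0.28 without Control replicate 3, CIH replicate 1 and CIH replicate 3, 0.059 without TMM and 0.075 at a mean of at least 10 CPM. The 24 miRNAs listed by name for the imprinted Dlk1-Dio3 region also passed camera (median 0.17, adjusted p = 0.030, adjusted p = 0.56 with an estimated correlation), with 18 positive and 6 negative log2 fold changes. mmu-miR-411-5p was at 0.37 and mmu-miR-376b-3p at 0.68, and no listed member reached an unadjusted p under 0.05. The list leaves out mmu-miR-1247-3p, whose precursor gene overlaps an exon of Dio3os. That miRNA was at 1.17 (unadjusted p = 0.029 from edgeR). The adjusted p was 0.82, 0.062 and 0.21 without Control replicate 2, Control replicate 3 and CIH replicate 1, 0.059 without TMM and 0.14 at a mean of at least 10 CPM. The 20 hypoxia-responsive miRNAs did not pass (adjusted p = 0.28), and mmu-miR-210-3p, the best known of them, had 65.3 ± 10.7 CPM (SD, n = 3) in CIH and 81.3 ± 7.64 CPM in Control. The 20 miRNAs of kidney tubule had a median log2 fold change of -0.02 and a mean of 0.04 (adjusted p = 0.75), and mmu-miR-215-5p was its only member past the study thresholds. The profibrotic and antifibrotic lists had medians of 0.03 and -0.04 (adjusted p = 0.45 and 0.28), and the kidney injury list 0.09 (adjusted p = 0.30). The adjusted p was 0.056 for pancreas and 0.096 for the lists of the miR-200 family, miR-34 with miR-449, and miR-132 with miR-212, and each of these 4 lists passed camera with some single libraries left out. With an estimated correlation and all libraries, the adjusted p from camera was 0.56 for each of the 4. The lists were written and the tests fixed before the data were examined, but with the values of Tables S1 and S6 already seen, and 20 of the 22 were tested. mmu-miR-669a-3p, mmu-miR-467c-5p, mmu-miR-451a and mmu-miR-210-3p were chosen as examples after their values were seen.

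**Figure D2:**
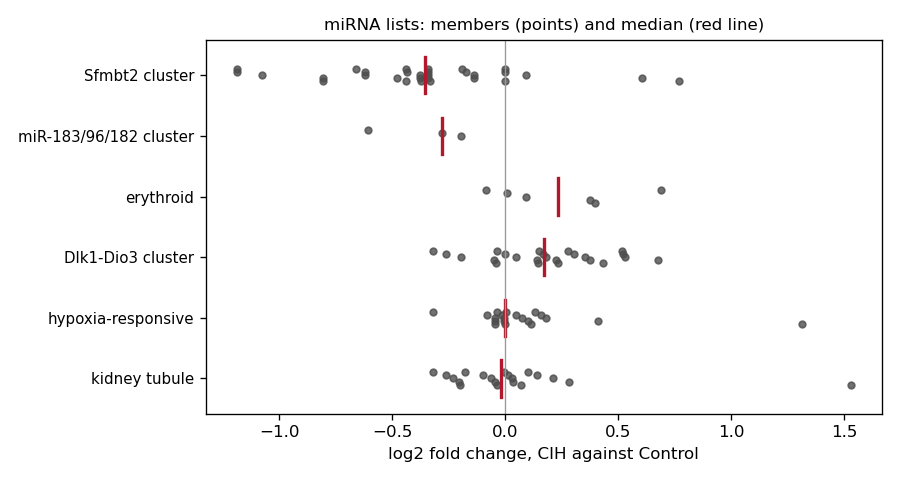
Log2 fold change, CIH against Control, of the members of 6 lists, with the median of each list as a red line. Of the Sfmbt2 cluster, 27 of 30 names lie below 0.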

The eight selected DEmiRs were assessed using RT-qPCR, and the results of RT-qPCR were in accordance with the miRNA-seq data. These identified miRNAs were further found to be involved in a variety of biological and pathological processes. For instance, miR-212–3p in HGSOC inhibited cell invasion, proliferation, and migration by targeting MAP3K3 in high-grade serous ovarian cancer (Zhang et al., 2020). Additionally, miR-215–5p inhibition attenuated doxorubicin-induced HL-1 cell apoptosis and death by upregulating ZEB2 expression (Xiong et al., 2021). Furthermore, miR-96–5p could promote cell migration in breast cancer by activation of the MEK/ERK signaling pathway (Qin et al., 2020). A previous study also revealed that miR-96–5p downregulation might be used as a novel therapeutic strategy for treating allergic rhinitis (Zhan et al., 2021). However, the roles of these DEmiRs in the development of CIH-induced renal injury remain unclear.

To further reveal the biological function of these screened miRNAs in the progress of renal damage caused by CIH, GO and KEGG enrichment analyses were carried out. Our findings showed that 141 pathways might be regulated by these DEmiRs. For the upregulated DEmiRs, the Wnt signaling pathway was the most enriched one. Xiong et al. (2020) reported that the Wnt/β-catenin pathway was related with hypoxia-related factors (HIFs). Meanwhile, it has been demonstrated that HIFs are very relevant in patients with OSA (Prabhakar et al., 2020). In addition, it was suggested that the Wnt/β-catenin signaling pathway was implicated in the development of CIH-induced cognitive impairment (Pan et al., 2016). Previous studies have also found that hypoxic conditions might activate Wnt/β-catenin pathways through DKK1 inhibition (Wang et al., 2022) and GSK3β inactivation (Mayes et al., 2011). One latest study explored that CIH could aggravate the process of skeletal muscle aging by inhibiting KLC1/GRX1 expression through the Wnt/β-catenin pathway (Guo et al., 2021). Thus, even though it was demonstrated that Wnt/β-catenin was a key signaling pathway concerning OSA, the exact mechanism in CIH-induced kidney injury was not well understood.

Since the prominent biological function of miRNAs is to negatively regulate downstream mRNAs by targeting their 3′-untranslated region, we then predicted putative targets of these DEmiRs using two databases: miRWalk and miRDB. Through the complicated miRNA–mRNA network analysis, we discovered that one miRNA controlled a series of target genes, and numerous target genes were modulated by more than one miRNA. Elucidating the function of these targeted genes (e.g., Cep85L and EREG) was useful to enrich the current understanding of the complex molecular basis of renal damage induced by CIH. Meanwhile, erythropoietin (EPO), a small signaling molecule, was produced by the kidneys. Andrade et al. (2018) found that EPO was very relevant for patients affected by OSA. Thus, up/down-regulation of gene encoding EPO may be involved in the process of CIH-induced renal injury. Further research is in urgently needed to clarify the functions and molecular mechanisms of all these differentially expressed miRNAs.

However, limitations were present in the study. First, no cell-specific identification of these miRNAs was conducted, and how these miRNAs function in CIH-associated renal injury remained unclear. This should be the subject of further investigations. Second, our investigation is only limited to male mice. Whether gender plays any significant role in altered miRNA expression of CIH-induced kidney injury remains to be studied. Third, our research falls short of exposing mice to acute hypoxia for 4 h and measuring the expression profile of miRNAs. This will reduce the persuasiveness of the study. Fourth, we only use HE staining to verify the pathological damage of CIH. It is better to report the oxygen concentration in a cellular environment, the partial pressure of oxygen and partial pressure of carbon dioxide in blood, and the pH of blood and the Handerson–Hasselbalch ratio together. Fifth, we did not observe the effects of hypoxia in the different phases of sleep. Sixth, it lacks relevant details for a clinical perspective, which is very important for a common disease like OSA. Last but not least, the sample size was too small making the generalizability of the present results difficult to achieve.

## Conclusion

In summary, the present study first demonstrated the profiling of DEmiRs in a mouse model of kidney injury induced by CIH using miRNA-seq and revealed their functional interaction network. These findings expanded the current understanding of the molecular etiology of OSA-associated CKD, which may contribute to providing new therapeutic strategies for this disease.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE202480.

## References

[B1] AndradeD. C.HaineL.ToledoC.DiazH. S.QuintanillaR. A.MarcusN. J. (2018). Ventilatory and autonomic regulation in sleep apnea syndrome: A potential protective role for erythropoietin? Front. Physiol. 9, 1440. 10.3389/fphys.2018.01440 30374309PMC6196773

[B2] BadranM.AbuyassinB.AyasN.SinD. D.LaherI. (2021). Vascular and renal telomere shortening in mice exposed to chronic intermittent hypoxia. Can. J. Physiol. Pharmacol. 99, 1112–1113. 10.1139/cjpp-2021-0143 33951396

[B3] BeaudinA. E.RaneriJ. K.AhmedS. B.Hirsch AllenA. J. M.NoconA.GomesT. (2022). Association of insomnia and short sleep duration, alone or with comorbid obstructive sleep apnea, and the risk of chronic kidney disease. Sleep 45, zsac088. 10.1093/sleep/zsac088 35445715PMC9272259

[B4] GuoH.ZhangY.HanT.CuiX.LuX. (2021). Chronic intermittent hypoxia aggravates skeletal muscle aging by down-regulating Klc1/grx1 expression via Wnt/β-catenin pathway. Arch. Gerontol. Geriatr. 96, 104460. 10.1016/j.archger.2021.104460 34218156

[B5] HanlyP. J.AhmedS. B. (2014). Sleep apnea and the kidney. Chest 146, 1114–1122. 10.1378/chest.14-0596 25288001

[B6] LaiS.ChenL.ZhanP.LinG.LinH.HuangH. (2021). Circular RNA expression profiles and bioinformatic analysis in mouse models of obstructive sleep Apnea-Induced cardiac injury: Novel insights into pathogenesis. Front. Cell Dev. Biol. 9, 767283. 10.3389/fcell.2021.767283 34820383PMC8606653

[B7] LightM.McCowenK.MalhotraA.MesarwiO. A. (2018). Sleep apnea, metabolic disease, and the cutting edge of therapy. Metabolism. 84, 94–98. 10.1016/j.metabol.2017.09.004 28966076PMC5874161

[B8] LiguoriC.MaestriM.SpanettaM.PlacidiF.BonanniE.MercuriN. B. (2021). Sleep-disordered breathing and the risk of Alzheimer's disease. Sleep. Med. Rev. 55, 101375. 10.1016/j.smrv.2020.101375 33022476

[B9] LinC.LurieR. C.LyonsO. D. (2020). Sleep apnea and chronic kidney disease: A state-of-the-art review. Chest 157, 673–685. 10.1016/j.chest.2019.09.004 31542452

[B10] LinC.PergerE.LyonsO. D. (2018). Obstructive sleep apnea and chronic kidney disease. Curr. Opin. Pulm. Med. 24, 549–554. 10.1097/MCP.0000000000000525 30239379

[B11] LiuM.SunF.FengY.SunX.LiJ.FanQ. (2019). MicroRNA-132-3p represses Smad5 in MC3T3-E1 osteoblastic cells under cyclic tensile stress. Mol. Cell. Biochem. 458, 143–157. 10.1007/s11010-019-03538-3 31004309

[B12] LuQ.WuR.ZhaoM.Garcia-GomezA.BallestarE. (2019). MiRNAs as therapeutic targets in inflammatory disease. Trends Pharmacol. Sci. 40, 853–865. 10.1016/j.tips.2019.09.007 31662207

[B13] LuW.KangJ.HuK.TangS.ZhouX.YuS. (2017). Angiotensin-(1-7) relieved renal injury induced by chronic intermittent hypoxia in rats by reducing inflammation, oxidative stress and fibrosis. Braz J. Med. Biol. Res. 50, e5594. 10.1590/1414-431X20165594 28076452PMC5264539

[B14] MatsuyamaH.SuzukiH. I. (2020). Systems and synthetic microRNA biology: From biogenesis to disease pathogenesis. Int. J. Mol. Sci. 21, 132. 10.3390/ijms21010132 PMC698196531878193

[B15] MayesP. A.DolloffN. G.DanielC. J.LiuJ. J.HartL. S.KuribayashiK. (2011). Overcoming Hypoxia-Induced apoptotic resistance through combinatorial inhibition of GSK-3β and CDK1. Cancer Res. 71, 5265–5275. 10.1158/0008-5472.CAN-11-1383 21646472PMC3667402

[B16] MesarwiO. A.LoombaR.MalhotraA. (2019). Obstructive sleep apnea, hypoxia, and nonalcoholic fatty liver disease. Am. J. Respir. Crit. Care Med. 199, 830–841. 10.1164/rccm.201806-1109TR 30422676PMC6835083

[B17] NguyenD.ChilianW. M.ZainS. M.DaudM. F.PungY. F. (2021). MicroRNA regulation of vascular smooth muscle cells and its significance in cardiovascular diseases. Can. J. Physiol. Pharmacol. 99, 827–838. 10.1139/cjpp-2020-0581 33529092

[B18] NowinskiA.Czyzak-GradkowskaA.JonczakL.KorzybskiD.PeradzynskaJ.PlywaczewskiR. (2020). Glomerular filtration rate in patients with obstructive sleep apnea: The influence of cystatin-C-based estimations and comorbidity. J. Thorac. Dis. 12, 175–183. 10.21037/jtd.2020.02.11 32274082PMC7139095

[B19] PanH. W.LiS. C.TsaiK. W. (2013). MicroRNA dysregulation in gastric cancer. Curr. Pharm. Des. 19, 1273–1284. 10.2174/138161213804805621 23092346

[B20] PanY.DengY.XieS.WangZ.WangY.RenJ. (2016). Altered Wnt signaling pathway in cognitive impairment caused by chronic intermittent hypoxia: Focus on glycogen synthase kinase-3β and β-catenin. Chin. Med. J. 129, 838–845. 10.4103/0366-6999.178969 26996481PMC4819306

[B21] PrabhakarN. R.PengY.NanduriJ. (2020). Hypoxia-inducible factors and obstructive sleep apnea. J. Clin. Invest. 130, 5042–5051. 10.1172/JCI137560 32730232PMC7524484

[B22] QinW. Y.FengS. C.SunY. Q.JiangG. Q. (2020). MiR‐96‐5p promotes breast cancer migration by activating MEK/ERK signaling. J. Gene Med. 22, e3188. 10.1002/jgm.3188 32196830

[B23] SchützS. G.DunnA.BraleyT. J.PittB.ShelgikarA. V. (2021). New frontiers in pharmacologic obstructive sleep apnea treatment: A narrative review. Sleep. Med. Rev. 57, 101473. 10.1016/j.smrv.2021.101473 33853035

[B24] TorresJ.Novo-VeleiroI.ManzanedoL.Alvela-SuárezL.MacíasR.LasoF. (2018). Role of microRNAs in alcohol-induced liver disorders and non-alcoholic fatty liver disease. World J. Gastroenterol. 24, 4104–4118. 10.3748/wjg.v24.i36.4104 30271077PMC6158486

[B25] TurekN. F.RicardoA. C.LashJ. P. (2012). Sleep disturbances as nontraditional risk factors for development and progression of CKD: Review of the evidence. Am. J. Kidney Dis. 60, 823–833. 10.1053/j.ajkd.2012.04.027 22727724PMC3461247

[B26] VoulgarisA.MarroneO.BonsignoreM. R.SteiropoulosP. (2019). Chronic kidney disease in patients with obstructive sleep apnea. A narrative review. Sleep. Med. Rev. 47, 74–89. 10.1016/j.smrv.2019.07.001 31376590

[B27] WangX.HeY.MackowiakB.GaoB. (2021). MicroRNAs as regulators, biomarkers and therapeutic targets in liver diseases. Gut 70, 784–795. 10.1136/gutjnl-2020-322526 33127832

[B28] WangD.LiuZ.YanZ.LiangX.LiuX.LiuY. (2021). MiRNA-155-5p inhibits epithelium-to-mesenchymal transition (EMT) by targeting GSK-3β during radiation-induced pulmonary fibrosis. Arch. Biochem. Biophys. 697, 108699. 10.1016/j.abb.2020.108699 33259794

[B29] WangQ.TianJ.LiX.LiuX.ZhengT.ZhaoY. (2022). Upregulation of endothelial DKK1 (Dickkopf 1) promotes the development of pulmonary hypertension through the sp1 (Specificity protein 1)/SHMT2 (Serine hydroxymethyltransferase 2) pathway. Hypertension 79, 960–973. 10.1161/HYPERTENSIONAHA.121.18672 35249365

[B30] WuX.ZhaoX.MiaoX. (2018). MicroRNA-374b promotes the proliferation and differentiation of neural stem cells through targeting Hes1. Biochem. Biophys. Res. Commun. 503, 593–599. 10.1016/j.bbrc.2018.06.044 29902458

[B31] XiongQ.LiuB.DingM.ZhouJ.YangC.ChenY. (2020). Hypoxia and cancer related pathology. Cancer Lett. 486, 1–7. 10.1016/j.canlet.2020.05.002 32439418

[B32] XiongX.HeQ.LiuJ.DaiR.ZhangH.CaoZ. (2021). MicroRNA miR-215-5p regulates doxorubicin-induced cardiomyocyte injury by targeting ZEB2. J. Cardiovasc. Pharmacol. 78, 622–629. 10.1097/FJC.0000000000001110 34282068

[B33] YeghiazariansY.JneidH.TietjensJ. R.RedlineS.BrownD. L.El-SherifN. (2021). Obstructive sleep apnea and cardiovascular disease: A scientific statement from the American heart association. Circulation 144, e56–e67. 10.1161/CIR.0000000000000988 34148375

[B34] ZhanJ.ZhengJ.ZengL.FuZ.HuangQ.WeiX. (2021). Downregulation of miR-96-5p inhibits mTOR/NF-κb signaling pathway via DEPTOR in allergic rhinitis. Int. Arch. Allergy Immunol. 182, 210–219. 10.1159/000509403 33477144

[B35] ZhangL.ZhangY.WangS.TaoL.PangL.FuR. (2020). MiR-212-3p suppresses high-grade serous ovarian cancer progression by directly targeting MAP3K3. Am. J. Transl. Res. 12, 875–888. 32269720PMC7137041

How the deposited data were processed for this re-analysis (not part of the article)

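miRNA sequencing of kidney tissue from 3 Control and 3 CIH samples was analysed. The authors deposited raw read counts, made by trimming adapters with cutadapt and aligning with Bowtie against mature miRNAs; tool versions and the miRBase release are not given in the sources used here. The paper names miRBase and miRDB for the sequencing data, and a general unpaired test for the whole paper. The counts hold 584 entries for 495 mature miRNAs. No entry has under 32 counts in all. Of the 18 DEmiRs of the paper, 16 were analysed here.

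For 44 mature miRNAs listed at more than 1 precursor, holding 133 entries, the entry with the highest total was kept. Library totals ran from 5431797 to 7741499 counts, and counting error is large for the scarce DEmiRs. Samples were grouped by the labels' titles, and the codes in the titles match those of Table S1. miRNAs with a count above 0 in at least 3 libraries were tested, which left out none.

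The main comparison, CIH against Control, used edgeR 4.0.16 (quasi-likelihood test, TMM, condition as the only term) in R 4.3.3, and the biological coefficient of variation was 15.7%. Fold changes are log2. The study thresholds of Table S1, an unadjusted p of at most 0.05 and an absolute fold change of at least 1.5, were applied first, then a Benjamini-Hochberg adjusted p of 0.05. Lists of miRNAs were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and with fry, and adjusted over the 20 lists with at least 3 members. Clustering used log2(CPM + 0.5). KEGG and GO p-values were recomputed with Fisher's exact test in scipy 1.17.1 from the paper's tables. Positions and 3′ UTRs came from GENCODE release M21 on GRCm38, and all 16 precursor positions of the copy of Table S1 used here equal those of annotated miRNA genes.

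The scripts were tested on simulated counts for this comparison, drawn for 495 miRNAs. At an adjusted p under 0.05, 81 of 100 miRNAs changed by a fold of 2 and 98 of 100 changed by a fold of 4 were recovered, and 5 of 295 unchanged miRNAs were called. With 200 of the 495 changed, an adjusted p of 0.05 is easier to reach than with few changes. These shares check the scripts and do not give the power of the real comparison.

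The miRNAs named in the text are those that the paper, Table S1 or Table S6 names (their values there had been seen), the 10 with the smallest p, the 10 most abundant, and up to 4 members of each list that passed camera. All other names were chosen after their values were seen. Alternatives covered normalization (DESeq2 1.42.0 size factors, none), pseudocounts of 0.1 and 1, filters at a mean of 1 and 10 CPM, other tests, identical counts taken once, a replicate block, each library left out, and other treatments of precursor entries.

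The copy of Table S1 used here holds 16 miRNAs. Histology and RT-qPCR measurements were not analysed here, and target prediction was not repeated.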

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

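The tests on mmu-miR-215-5p and mmu-miR-217-5p were chosen after the result was seen, and the removal of near-identical counts was added after the data were examined. For these 2 miRNAs the criteria were also reworded once their first values were known. The first criteria counted against a response a CIH library below a Control library, for mmu-miR-215-5p, and the loss of the call without CIH replicate 3, for mmu-miR-217-5p, and both were met. The reworded ones ask whether the log2 fold change without that library is 0 or below, and the bounds used for the pancreas miRNAs were set at the same time.

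mmu-miR-690 (log2 fold change 1.60), mmu-miR-802-3p (1.01) and mmu-miR-190a-3p (0.59) passed the study thresholds by edgeR's quasi-likelihood test and are not among the DEmiRs of the paper. The adjusted p was 0.61, 0.57 and 0.57. mmu-miR-690 rests on CIH replicate 2, without which its log2 fold change was 0.11, and it also lost the call without each Control library in turn. mmu-miR-802-3p lost it without Control replicate 1 or CIH replicate 1, and mmu-miR-190a-3p without Control replicate 1, Control replicate 2, CIH replicate 2 or CIH replicate 3. The erythroid and Dlk1-Dio3 lists, which the paper does not discuss, had median log2 fold changes of 0.24 and 0.17 and passed camera (adjusted p = 0.030 for both, adjusted p = 0.56 for both with an estimated correlation). Without TMM both had an adjusted p of 0.059, and at a mean of at least 10 CPM 0.075 and 0.14. The erythroid list had an adjusted p of 0.11 with near-identical counts taken once and lost the call without Control replicate 3, CIH replicate 1 or CIH replicate 3 (0.38, 0.064 and 0.28). The Dlk1-Dio3 list lost it without Control replicate 2, Control replicate 3 or CIH replicate 1 (0.82, 0.062 and 0.21).

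Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many miRNAs past the study thresholds as the real one, itself included. The real split gave 19 and the highest other 20, and 10 splits are too few for a share under 0.05. For lists past camera, 4 of the 10 splits gave as many, with 4 in the real split and 7 in the highest other, and the same limit holds. At an unadjusted p under 0.05 the real split gave 40 miRNAs. The split that grouped Control replicates 1 and 3 with CIH replicate 2 gave 52, so 40 is not beyond what a mixed grouping of these libraries gave. In 20 simulated tables without any change, 8 to 19 miRNAs (median 11.5) passed the study thresholds, against 19 here. An unadjusted p under 0.05 was reached by 20 to 36 (median 26), against 40 here, and 0 or 1 lists passed camera (median 0), against 4 here. These simulated counts are independent between miRNAs.

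The Sfmbt2 cluster passed camera as a list, with lower values in CIH. Shared reads inflate its number of names. With near-identical counts taken once, 19 members still gave an adjusted p of 0.0012 from camera at the preset correlation. The names hold 20 distinct sets of counts, so this step took out little beyond identical counts. It cannot set aside reads shared in part between members, which stay open. A shift of scarce miRNAs as a whole is argued against by the 304 other miRNAs in the same range of CPM, whose median log2 fold change was 0.0204. The list's median stayed below 0 with each library left out (-0.52 to -0.19), which is consistent with a response to CIH. The call does not hold with an estimated correlation (adjusted p = 0.56), so a change shared by a few samples for another reason stays open, and a response is a hypothesis.

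mmu-miR-215-5p was highest in CIH replicate 2. Per 1000 counts of mmu-miR-192-5p, that library held 2.50 times as much as the highest of the other 5, which argues against reads of mmu-miR-192-5p counted as mmu-miR-215-5p. 1 CIH library, replicate 1 at 38.0 CPM, lay below the highest Control library at 47.3 CPM and above the others at 36.7 and 30.3 CPM. A rise above every Control library was thus not seen in each CIH library. An average response stays open, because the log2 fold change without CIH replicate 2 was 0.60 and no longer past the thresholds, and 3 libraries cannot tell a response in some samples from variation between samples.

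mmu-miR-217-5p was highest in CIH replicate 3. Pancreatic tissue in the sample may bring this miRNA, but the other pancreas miRNAs tested, mmu-miR-375-3p and mmu-miR-802-5p, stood at a median of 1.03 times their level in the other libraries. Their kidney levels, 70.3 ± 2.21 and 10.0 ± 0.70 CPM (SD, n = 3) in Control, exceed the 4.57 CPM of mmu-miR-217-5p there and would hide a small share of pancreas. Without that library the log2 fold change was 1.29, on 9 counts in all. Pancreas tissue and a response to CIH cannot be told apart here. CIH replicate 3 also held the most mmu-miR-122-5p of liver, 77.9 CPM against 17.4 to 48.1 CPM in the other libraries.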

How the results depend on the processing

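The alternatives with near-identical counts, without the DEmiRs of the study, limma-trend at a pseudocount of 0.5, the legacy form, no TMM and the precursor entries, and the clustering without each library, were chosen after seeing the data. Of the alternative values of single miRNAs, 781 kept direction and side of the threshold, 65 fell short of it, 8 newly passed and 22 turned direction; for lists these were 332, 22, 11 and 10. No miRNA that turned was past its threshold, before or after, and no list that turned direction in camera was. The let-7 list kept its direction in camera but newly passed without Control replicate 2 (adjusted p = 0.0043), where its median was 0.20. That call used the preset correlation of 0.01. Over all libraries the estimated correlation of this list was 0.93, with an adjusted p of 0.89 from camera. mmu-miR-126a-3p, at -0.0012 in the main comparison, was at 0.011 with DESeq2 size factors and with the DESeq2 Wald test, 0.00251 with each form of limma and the unmoderated test, 0.00252 with the replicate block, 0.064 without TMM, and -0.0703 to 0.0602 with 1 library left out. Without TMM, mmu-miR-192-5p was at 0.020, mmu-miR-143-3p at 0.037 and mmu-miR-26a-5p at 0.017. With 1 library left out, mmu-miR-192-5p ran from -0.12 to 0.040, mmu-miR-143-3p from -0.0868 to 0.0276, mmu-miR-144-5p from -0.0817 to 0.225, mmu-miR-183-5p from -0.36 to 0.0033, mmu-miR-132-3p from -0.010 to 0.62 and mmu-miR-155-5p from -0.014 to 0.23. List medians ran from -0.0860 to 0.0133 for kidney tubule, -0.0931 to 0.00305 for antifibrotic, -0.00137 to 0.174 for kidney injury, -0.11 to 0.065 for leukocytes, -0.0840 to 0.0215 for smooth muscle and -0.095 to 0.20 for let-7. The neuron list turned in camera at a mean of 10 CPM, with a median of 0.021. The main comparison gave 10 miRNAs higher and 9 lower. Higher numbered 4 with limma-trend at a pseudocount of 1, 6 at 0.5, 4 with limma without the trend, 3 with an unmoderated two-sample test and 5 with the DESeq2 Wald test, which gave 5 lower. A filter at a mean of 10 CPM left 1 higher, 1 lower and 2 of the RT-qPCR panel, since it removes most DEmiRs. It left 2 lists, and why the erythroid (0.075) and Dlk1-Dio3 (0.14) lists fell short was not tested. Testing every precursor entry gave 18 lower. Leaving out 1 library gave 4 to 10 higher and 7 to 14 lower (fewest higher without CIH replicate 2, most lower without CIH replicate 3), 1 to 7 lists past camera (1 without Control replicate 3, 7 without CIH replicate 2), 7 of 7 panel directions, 0 miRNAs at an adjusted p under 0.05, and a clustering difference of 2.5e-04 to 0.0013. The groups formed separate branches only without CIH replicate 3. Lists past the test numbered 4, 2 without TMM, 3 without the DEmiRs of the study (the miR-183/96/182 list then has too few members), and 0 with camera at an estimated correlation and 0 with fry. The Sfmbt2 cluster passed camera without each library (adjusted p 5.0e-08 to 0.017). KEGG pathways of the upregulated DEmiRs numbered 61, 39 in the EASE form and 6 by false discovery rate; of the downregulated, 80, 55 and 29. Apart from the settings explained, the cause was not tested.

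No pairing by replicate number was seen: same-numbered samples had correlations of deviations of -0.04, -0.03 and 0.03. Control replicate 3 and CIH replicate 3 correlated best with each other, and replicates 1 and 2 did not correlate best with their own number. With 3 samples in each group, this cannot exclude a pairing. With a replicate block, 9 miRNAs were higher and 10 lower, 0 passed an adjusted p of 0.05 (lowest 0.086), and the pancreas list also passed camera (adjusted p = 0.0099; in the main comparison 0.056, and adjusted p = 0.56 with an estimated correlation). Of its 3 members, mmu-miR-217-5p has 28 of its 37 counts in CIH replicate 3. Filtering at any count removed no miRNA and shows nothing. Depth limits the scarce DEmiRs: 9 of the 19 rest on under 100 counts over 6 libraries.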

Differences from the paper's values

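In the main comparison, 19 miRNAs passed the study thresholds, against 18 DEmiRs in the paper, and 10 were higher, against 9. These are not the same sets, because 3 of the 10 are not in the paper and 16 of its 18 were analysed here. The numbers of KEGG pathways were the same, 61 and 80. No sequencing log2 fold change differed from the paper's by more than its standard error. The paper's RT-qPCR values were not part of these comparisons. For mmu-miR-467a-3p and mmu-miR-467d-3p, the log2 change was -0.81 (standard error 0.21) by sequencing and -0.15 by the paper's RT-qPCR. All 16 DEmiRs analysed here had the sign of Table S1 or Table S6, and the largest difference in log2 fold change was 0.14.

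The paper's results name the Wnt signaling pathway as the most enriched for the downregulated DEmiRs, and its discussion names it for the upregulated. In Table S4 (downregulated) Wnt stands at position 50 of 80 by the recomputed Fisher's exact test (p = 0.0168), and in Table S10 (upregulated) a pathway named Wnt stands at position 1 of 61 (p = 3.3e-05). That pathway carries an identifier that Table S4 gives to "Regulation of actin cytoskeleton", with a size of 220 genes in both tables, where Wnt in Table S4 has a size of 168. It is the only name that differs among 31 identifiers found in both tables. Table S10 has no entry with the identifier that Wnt has in Table S4. Of the 19 targets, 3 are listed under the actin pathway in Table S4 and 0 under Wnt there. Table S4 lists only targets of the downregulated DEmiRs, so the overlap covers few of the 19. If the 19 were Wnt genes, the 3 found under the actin pathway would also be listed under Wnt there. The identifier, the size and these 3 genes argue against the name Wnt for that pathway of Table S10.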

Other observations

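The values below were read after the data were examined and belong to no claim.

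Of the lists for other cell types in a kidney sample, those of leukocytes, smooth muscle, striated muscle and neurons did not pass the test. The 11 miRNAs of inflammation and leukocytes had a median log2 fold change of -0.03 (adjusted p = 0.79 from camera), and mmu-miR-155-5p had 92.9 ± 18.1 CPM (SD, n = 3) in CIH and 88.0 ± 4.47 CPM in Control. The 10 miRNAs of smooth muscle and mesenchyme were at -0.02 (adjusted p = 0.75), and the 6 of striated muscle at 0.13 (adjusted p = 0.28). The 9 of neurons were at 0.14 (adjusted p = 0.45). The 2 endothelial miRNAs had a median of -0.05, and the liver miRNA mmu-miR-122-5p was at 0.46 and highest in CIH replicate 3. These are too few members, and neither list was tested. The 9 let-7 miRNAs had a median of -0.01 and a mean of 0.01 (adjusted p = 0.75, direction of the test upward). Only without Control replicate 2 did this list pass camera (adjusted p = 0.0043, median 0.20), at the preset correlation. With the estimated correlation, 0.93 over all libraries, its adjusted p from camera was 0.89. The 5 miRNAs of the clusters of miR-192, miR-194 and miR-215 were at 0.10 (adjusted p = 0.21).

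The miR-17/92 family did not pass as a list (20 miRNAs, median -0.06, adjusted p = 0.25), but mmu-miR-19b-3p and mmu-miR-19a-3p were among the 10 miRNAs with the smallest p. mmu-miR-19b-3p had 89.5 ± 8.28 CPM (SD, n = 3) in CIH and 123 ± 8.44 CPM in Control, a log2 fold change of -0.46 (standard error 0.13, adjusted p = 0.55 from edgeR). mmu-miR-19a-3p was at -0.46 and mmu-miR-34b-5p at -0.47, and in all 3 each CIH library lay below each Control library. Their fold changes fall short of the study thresholds. Both mmu-miR-132-3p and mmu-miR-690 were highest in CIH replicate 2, at 60.9 and 19.4 CPM.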
